# miR-18a-5p Is Involved in the Developmental Origin of Prostate Cancer in Maternally Malnourished Offspring Rats: A DOHaD Approach

**DOI:** 10.3390/ijms232314855

**Published:** 2022-11-28

**Authors:** Sergio Alexandre Alcantara Santos, Luiz Marcos Frediani Portela, Ana Carolina Lima Camargo, Flavia Bessi Constantino, Ketlin Thassiani Colombelli, Matheus Naia Fioretto, Renato Mattos, Bruno Evaristo de Almeida Fantinatti, Michela Alessandra Denti, Silvano Piazza, Sérgio Luis Felisbino, Elena Zambrano, Luis Antonio Justulin

**Keywords:** Developmental Origins of Health and Disease (DOHaD), aging, prostate cancer, epigenetics, miR-18a-5p/P4HB network

## Abstract

The Developmental Origins of Health and Disease (DOHaD) concept correlates early life exposure to stressor conditions with the increased incidence of non-communicable chronic diseases, including prostate cancer (PCa), throughout the life span. However, the molecular mechanisms involved in this process remain poorly understood. In this study, the deregulation of two miRNAs (rno-miR-18a-5p and rno-miR-345-3p) was described in the ventral prostate VP of old rats born to dams fed with a low protein diet (LPD) (6% protein in the diet) during gestational and lactational periods. Integrative analysis of the (VP) transcriptomic and proteomic data revealed changes in the expression profile of 14 identified predicted targets of these two DE miRNAs, which enriched terms related to post-translational protein modification, metabolism of proteins, protein processing in endoplasmic reticulum, phosphonate and phosphinate metabolism, the calnexin/calreticulin cycle, metabolic pathways, N-glycan trimming in the ER and the calnexin/calreticulin cycle, hedgehog ligand biogenesis, the ER-phagosome pathway, detoxification of reactive oxygen species, antigenprocessing-cross presentation, RAB geranylgeranylation, collagen formation, glutathione metabolism, the metabolism of xenobiotics by cytochrome P450, and platinum drug resistance. RT-qPCR validated the deregulation of the miR-18a-5p/P4HB (prolyl 4-hydroxylase subunit beta) network in the VP of older offspring as well as in the PNT-2 cells transfected with mimic miR-18a-5p. Functional in vitro studies revealed a potential modulation of estrogen receptor α (ESR1) by miR-18a-5p in PNT-2 cells, which was also confirmed in the VP of older offspring. An imbalance of the testosterone/estrogen ratio was also observed in the offspring rats born to dams fed with an LPD. In conclusion, deregulation of the miR-18a-5p/P4HB network can contribute to the developmental origins of prostate cancer in maternally malnourished offspring, highlighting the need for improving maternal healthcare during critical windows of vulnerability early in life.

## 1. Introduction

Advances in public healthcare policy have resulted in an improvement in longevity worldwide. However, the increase in the older population has been accompanied by a rise in chronic diseases which affect the demand for aged care services [1,2].

Over the past decades, early life exposure to unfavorable environments has been associated with alterations in the offspring’s developmental biology, shaping health and disease trajectories across the lifespan [3,4,5]. David Barker was the first researcher to propose the “fetal origin of adult diseases” hypothesis [6], which states that environmental exposure to adverse conditions during the vulnerable window of development may program lifelong outcomes in descendants. Several years later, the Developmental Origins of Health and Diseases (DOHaD) expanded the Barker hypothesis.

Despite the challenge to confirm the long-lasting effects of developmental exposure on human health, tragic historical conflicts have provided important data on this issue. As such, the “Dutch hunger winter”, a period at the end of World War II, exposed almost 4.5 million people to famine, including pregnant women and newborns. Several studies pointed to an increased incidence of cardiometabolic disease, diabetes, and schizophrenia in individuals born during this period [7,8,9]. In addition, experimental and epidemiological studies also support the DOHAD concept and point out that exposure to adverse environmental conditions during early life impacts not only the incidence of non-communicable chronic diseases but also triggers the carcinogenesis process, including breast and prostate cancer, in descendants [10,11,12,13,14,15]. In this regard, Elias et al. (2004) [16] found that girls (2 to 9 years old) exposed to famine during the Dutch hunger winter had a higher incidence of breast cancer. Additionally, Keinan-Boker et al. (2009) [11] described a higher risk of PCa in Jewish men exposed early in life to starvation and stress during the Holocaust.

Using rodent models, our research group has demonstrated that maternal LPD impairs prostate development in young male offspring and increased the incidence of prostate disorders, including PCa, in older rats [12,17,18,19,20]. However, the molecular mechanisms involved in the developmental origin of PCa are still lacking.

Accumulating evidence suggests that epigenetic factors are the main mechanistic framework involved in the offspring’s response to maternal malnutrition [21,22,23]. Among epigenetic markers, miRNAs have been described as a family of non-coding small RNAs that function in modulating gene expression at the transcriptional and posttranscriptional levels [24]. Although changes in miRNAs expression profile have been described as a key regulator of the early life origin of hepatic disturbances [25], insulin resistance [26], and kidney diseases [27], the potential effect of maternal malnutrition on modulation of miRNAs expression profile with long-lasting consequences for carcinogenesis has not yet been evaluated.

Considering the clinical relevance of PCa worldwide (GLOBOCAN), studies that aim to identify new potential environmental risk factors associated with the etiology of PCa should be helpful [28]. In the current translational study, we combined next-generation sequencing (NGS) with bioinformatics tools to identify the global expression profile of miRNAs/mRNAs networks altered by maternal malnutrition in the offspring ventral prostate (VP), which can be involved in the developmental origins of PCa in older offspring.

## 2. Results

### 2.1. Biometric and Metabolic Parameters of Pregnant and Offspring Rats

At the end of the gestational period, pregnant rats fed a low-protein diet presented a reduced body weight, even though there was no difference in energy intake observed between the CTR and GLLP groups. At birth (PND1), male and female offspring from the GLLP group had a reduced body weight compared to the CTR group. The reduction persisted until weaning PND21 (Table 1). There was no change in the number of pups per litter and the male/female ratio per litter. At PND21 and 540, the body weight was reduced in male offspring from the GLLP group compared to the CTR group (Table 1). The VP absolute and relative weights were reduced in male offspring from the GLLP group at PND21, while no differences in this parameter were observed at the PND540 compared to the CTR group (Table 1). We observed the increase in serum levels of testosterone and estrogen in the GLLP group at PND21, while at PND540 we observed reduced levels of testosterone with an increase in estrogen. A reduction of 17β-hydroxy-4-androstene-3-one (testosterone) was observed in the offspring from the GLLP group, while 17β-estradiol was increased in the GLLP group compared to the CTR group (Table 1).

### 2.2. Identification of Prostate Carcinogenesis in Offspring Submitted to Maternal Malnutrition

In the CTR group, the VP showed normal morphology of the glandular and stromal compartments (Figure 1A). Interestingly, carcinoma in situ was detected in old offspring from the GLLP group. Histologically, carcinoma in situ was characterized by the presence of dysplastic cell mass into the glandular lumen and development of microacinar structures (Figure 1C,D).

### 2.3. Multiomic Analysis Identified Molecular Markers Associated with Prostate Carcinogenesis in the VP of Maternally Malnourished Offspring

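The miRNA content of the VP at PND 540 was measured by small RNA sequencing of 9 libraries. The CTR group (dams fed a 17% protein diet) had 5 libraries and the GLLP group (dams fed a 6% protein diet) had 4. The authors trimmed adapters, filtered the reads at a Phred score of 20, aligned them to the rat genome (Rnor_6.0) with STAR on the OASIS platform and deposited, for each library, the number of reads counted on each small RNA species, without normalization. Total counts ranged from 9478339 to 28814812 in the CTR group, with a median of 12582820, and from 10792799 to 14939239 in the GLLP group, with a median of 14120107. Rat miRNAs took between 96.8% and 99.6% of the counts of a library, and the 3 most abundant miRNAs took between 48.2% and 73.0% of its miRNA counts. The libraries carry numbers from the authors that fall into 2 sets, with CTR replicates 1 to 3 and GLLP replicates 1 and 2 numbered from 3 to 7, and CTR replicates 4 and 5 and GLLP replicates 3 and 4 numbered from 21 to 24.
At least 1 count in at least 1 of the 9 libraries was found for 619 rat miRNAs, counting as 1 each entry that joins several miRNA names, and a single library held between 402 and 521 of them. The number depends on the minimum asked for. It was 509 with at least 10 counts summed over the libraries and 311 with at least 1 count in every library, the alternative that moved it most. For the comparison of the groups, counts of rat miRNAs were normalized with edgeR's TMM method and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment over the 352 miRNAs left by edgeR's default filter on low counts. Levels are given as CPM after TMM normalization, with the total miRNA count as the library size, and a prior count of 2 was added where the log2 of a level was taken. Standard errors of edgeR's log2 fold changes were derived from the F statistic, as the absolute log2 fold change divided by the square root of F. Exact permutation tests were run on the log2 levels of single miRNAs and were two-sided. The reads carry no molecular identifiers, so counts are of reads and not of molecules.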

Global gene and protein expression analyses by sequencing and mass spectrometry identified a total of 619 miRNAs, 1166 mRNAs, and 396 proteins in the VP samples at PND 540 (the global protein expression was accessed from a previously published paper from our group [19]). Of these, two deregulated (downregulated) miRNAs, 986 deregulated mRNAs (309 up and 667 downregulated), and 278 deregulated proteins (136 up and 142 downregulated) were observed in the GLLP group compared to the CTR group (Figure 2A; for detailed data, see Supplementary Tables S1–S3). 

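The level of rno-miR-18a-5p in CTR replicates 1 to 5 was 1.76, 3.75, 3.70, 5.98 and 173 CPM, and in GLLP replicates 1 to 4 it was 0.496, 2.29, 7.09 and 4.09 CPM. The mean was 37.6 ± 75.5 CPM (SD, n = 5) in the CTR group and 3.49 ± 2.81 CPM (SD, n = 4) in the GLLP group, and the medians were 3.75 and 3.19 CPM. In edgeR's quasi-likelihood test the log2 fold change of GLLP compared to CTR was -3.42 (standard error 1.45), with an unadjusted p-value of 0.0361 and an adjusted p of 0.995. On the log2 scale, where a single high library weighs less, the difference of the means was -1.59, which was within the spread between libraries (exact permutation test, p = 0.405). The log2 fold change stayed negative in each of the 9 fits that left out one library and moved most without CTR replicate 5, to -0.11 (standard error 0.79).
The level of rno-miR-345-3p was 29.2, 21.9, 21.1, 29.2 and 135 CPM in CTR replicates 1 to 5 and 29.3, 22.4, 16.8 and 16.9 CPM in GLLP replicates 1 to 4. The mean was 47.3 ± 49.2 CPM (SD, n = 5) in the CTR group and 21.4 ± 5.92 CPM (SD, n = 4) in the GLLP group. Its log2 fold change was -1.15 (standard error 0.66), with an unadjusted p-value of 0.107 and an adjusted p of 0.995 from the same edgeR test. The difference of the mean log2 levels was -0.75 (exact permutation test, p = 0.262). Without CTR replicate 5 the log2 fold change was -0.20 (standard error 0.40).
Same-numbered CTR and GLLP libraries deviated together from their group means, with a mean correlation across miRNAs of 0.393 over the 4 pairs, ranging from -0.340 to 0.732, against -0.093 for differently numbered libraries. With the replicate number as a block, a fit in which CTR replicate 5 has no partner, the log2 fold change was -0.48 (standard error 0.51) for rno-miR-18a-5p and -0.27 (standard error 0.34) for rno-miR-345-3p. The pair of replicate 3 spans both ranges of library numbers. With the range of library numbers as a covariate instead, a fit to which CTR replicate 5 contributes, it was -2.39 (standard error 1.01, unadjusted p-value of 0.0385) for rno-miR-18a-5p and -0.92 (standard error 0.63, unadjusted p-value of 0.170) for rno-miR-345-3p. Among the libraries numbered from 3 to 7, the difference of the mean log2 levels was -1.30 for rno-miR-18a-5p (exact permutation test, p = 0.30) and 0.11 for rno-miR-345-3p (exact permutation test, p = 0.500). Among those numbered from 21 to 24 it was -2.56 (exact permutation test, p = 0.667) and -1.89 (exact permutation test, p = 0.333). The 10 and 6 possible splits within these sets cannot give a p under 0.05. The paper states that both miRNAs were downregulated in the GLLP group, by an unadjusted p-value in sequencing and by RT-qPCR. The adjusted p that it lists from DESeq is 0.993 for each. The paper takes the opposite direction of a miRNA and its predicted targets as the basis of its integrative analysis.

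**Figure D1:**
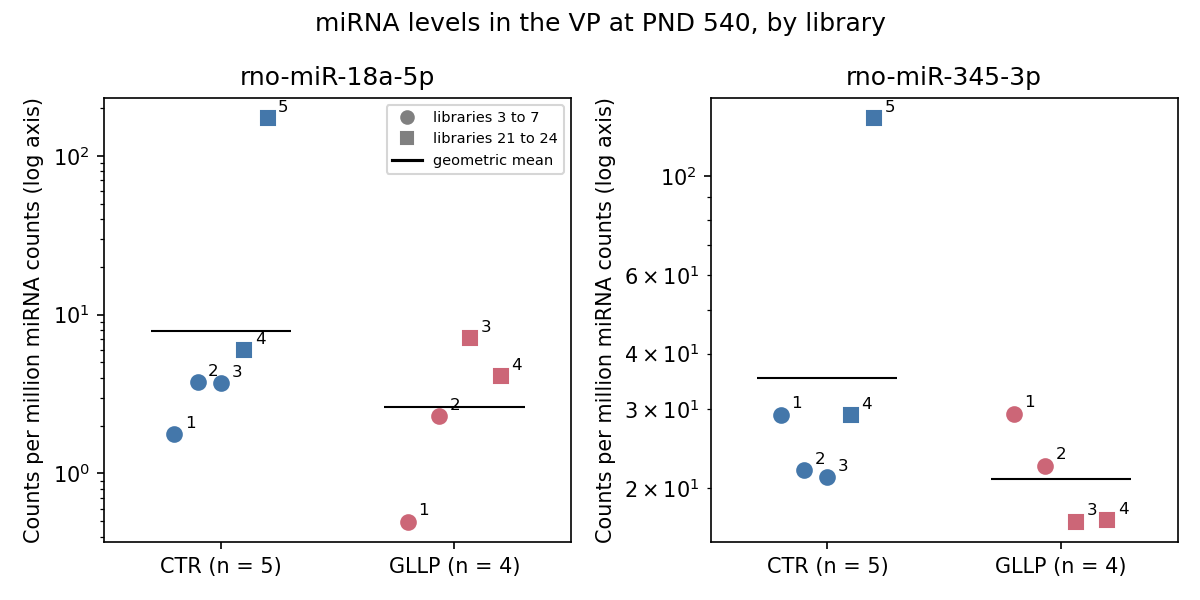
Levels of rno-miR-18a-5p (left) and rno-miR-345-3p (right) in each VP library at PND 540, in CPM on a log axis, with the replicate number beside each point, the shape giving the range of library numbers and the line the geometric mean of the group. CTR replicate 5 lies at 173 CPM for rno-miR-18a-5p and 135 CPM for rno-miR-345-3p, above the other libraries, whose highest values are 7.09 and 29.3 CPM.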

The in silico target prediction analysis for two DE miRNAs identified a total of 1607 targets for rno-miR-18a-5p and 2500 targets for rno-miR-345-3p (Figure 2B, Supplementary Table S5). In integrative analysis, considering the opposite expression profile of downregulated miRNAs and upregulated targets (mRNAs and proteins), we identified 3 and 12 predicted targets potentially regulated by rno-miR-18a-5p and rno-miR-345-3p, respectively. The other four DE mRNAs were predicted to be regulated by rno-miR-345-3p (Figure 2C). In order to validate the miRNA sequencing for further functional analysis, the RT-qPCR confirmed the downregulation of rno-miR-18a-5p and rno-miR-345-3p in the GLLP group compared to the CTR group (Figure 2D,E).

### 2.4. Enrichment of Ontological Terms Related to DE miRNAs-Networks

For enrichment analysis, the predicted targets (mRNAs and proteins) of the rno-miR-18a-5p and rno-miR0345-3 were used. The most enriched terms were related to post-translational protein modification, metabolism of proteins, protein processing in endoplasmic reticulum, phosphonate and phosphinate metabolism, calnexin/calreticulin cycle, metabolic pathways, N-glycan trimming in the ER and calnexin/calreticulin cycle, hedgehog ligand biogenesis, ER-phagosome pathway, detoxification of reactive oxygen species, antigen processing-cross presentation, collagen biosynthesis and modifying enzymes, plasma lipoprotein assembly, remodeling, and clearance, RAB geranylgeranylation, collagen formation, signaling by hedgehog, glutathione metabolism, drug metabolism—cytochrome P450, metabolism of xenobiotics by cytochrome P450, platinum drug resistance, post-translational protein phosphorylation, glycerophospholipid biosynthesis, chemical carcinogenesis, drug metabolism—other enzymes, regulation of insulin-like growth factor (IGF) transport and uptake by insulin-like growth factor binding proteins (IGFBPs), glycerophospholipid metabolism, choline metabolism in cancer, antigen processing and presentation (Figure 3A). Figure 3B identified the association between deregulated targets with each enriched term.

### 2.5. Effects of Transient Transfection of Human PNT-2 Cells on miR-18a-5p Expression and Wound Healing Capacity

Of the two DE miRNAs validated by RT-qPCR, the miR-18a-5p was selected to perform in vitro functional validations. The miR-18a-5p expression was increased in human PNT-2 cells transiently transfected with mimic miR-18a-5p compared to CTR Lipo and Negative Control groups (Figure 4A). The wound healing assay (an indirect method to evaluate mechanisms of cell migration and proliferation) showed that miR-18a-5p transfected cells promoted a delay in wound healing potential after 48 and 72 h of treatment (Figure 4B,C).

### 2.6. In Vitro Modulation of miR-18a-5p Confirms the Results Observed in the VP of Older Rats

Among the three predicted targets of miR-18a-5p (*P4HB*, *HIST1H2AC*, and *GSTM4*), the RT-qPCR analysis confirmed the upregulation of the *P4hb* in offspring VP from the GLLP group, in which rno-miR-18a-5p was downregulated compared to the CTR group (Figure 5A). Conversely, in vitro experiments showed the downregulation of *P4HB* in the PNT-2 cells transfected with mimic miR-18a-5 (Figure 5B). Interestingly, in silico analysis demonstrated intense immunostaining for *P4HB* in patients with PCa compared to the normal prostate samples (Figure 5C).

### 2.7. Potential Modulation of the Estrogen Receptors by miR-18a-5p in the Prostate

Considering the key role of the estrogen receptors during prostate development and tumorigenesis, we evaluated the potential role of *miR-18a-5p* in modulating the expression profile of the estrogen receptor alpha (*ESR1*) and estrogen receptor beta (*ESR2*) in older rats submitted to maternal malnutrition. The expression of *Esr1* was increased in the VP of older rats from the GLLP group compared to the CTR group (Figure 6A), while there is no statistical difference in the (*Esr2*) expression (Figure 6C). In vitro experiments demonstrated a reduction of both *ESR1* and *ESR2* expression in PNT-2 cells transfected with miR-18a-5p mimic (Figure 6B,D).

## 3. Discussion

Over the past decades, the DOHaD concept has been consolidated, pointing out maternal malnutrition as an important risk factor for the increasing incidence of non-communicable chronic diseases in offspring, including breast and prostate cancer (PCa) [11,12,19,29,30]. Although the initial doubt to link early-life exposure to environmental stressors with long-term consequences for PCa, experimental data have confirmed that gestational and early postnatal exposure to estrogen or endocrine chemical disruptors, such as phthalates or BPA, can trigger prostate developmental biology, with last longing consequence for PCa with aging [31,32]. Such a condition was described in the African American population, whose mothers present higher levels of estrogen during pregnancy compared to Caucasian women [33], and the sons are at high risk for PCa. In one of the few opportunities to evaluate the role of early life exposure to adverse conditions on human prostate carcinogenesis, Keinan-Boker et al. (2009) [11] demonstrated that Jewish men exposed to famine and stress during early life at the Holocaust are at high risk of PCa with aging. Experimental data also demonstrated that offspring exposed to maternal malnutrition were at high risk to develop PCa with aging [12,20].

Although the molecular mechanisms related to the developmental origin of PCa remained to be elucidated, Santos et al. (2020) [19] identified the deregulation of important signaling pathways commonly altered in the prostate of both young and older offspring rats exposed to maternal LPD. The most enriched signaling pathways in both young and older rat offspring were connected to estrogenic signaling pathways, endoplasmic reticulum activities, energy metabolism, and molecular sensors of protein folding and Ca^2+^ homeostasis, according to the proteomic profile. Overall, our findings showed that maternal protein restriction changes prostate biology early in life, predisposing to a higher incidence of prostate diseases with aging.

Over the past decades, there is substantial evidence supporting epigenetics as a key molecular mechanism for developmental programming, which can lead to phenotypic adaptation during adult life. The most classical epigenetic markers involved in the modulation of gene expression are related to DNA methylation, histone modifications, and regulation by non-coding RNA. Among non-coding RNA, miRNAs have been recognized as one of the major regulatory gene families during both normal development and carcinogenesis [34]. It has been demonstrated that miRNAs can act as both tumor suppressors [35,36,37], as well oncogenic miRNAs [36,38,39] in several types of cancers.

To give further insights into the potential epigenetic modulation of gene expression in maternally malnourished offspring, RNAseq analysis was performed in the VP of offspring rats which developed carcinoma in situ with aging, as described by Santos et al. (2019) [12]. We identified two deregulated miRNAs (rno-miR-18a-5p and rno-miR-345-3p) in the VP of older rats exposed to maternal LPD. Of these, miR-18a-5p was selected for further functional validations due to its deregulation in several types of cancers, including osteosarcoma [40], prostate cancer [41], ovarian cancer [42], intestinal cancer [43], gastric cancer [44], colorectal cancer [45], nasopharynx cancer [46], lung cancer [47], glioblastoma [48], breast cancer [49], pancreatic cancer [50], and esophageal adenocarcinoma [51]. Moreover, rno-miR-18a-5p shares the same nucleotide sequence with humans (Supplementary Table S9), which allows further in vitro validation using human prostate cell lines.

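In the paper's Supplementary Table S2, rno-miR-18a-5p is listed on chromosome 15 of Rnor_6.0 from 103641054 to 103641076 on the plus strand, with the mature sequence UAAGGUGCAUCUAGUGCAGAUAG. The same table lists rno-miR-345-3p on chromosome 6 from 141919097 to 141919118 on the plus strand, with the sequence CCCUGAACUAGGGGUCUGGAGA. In the VP libraries at PND 540, between 8 and 2034 reads per library were counted on rno-miR-18a-5p.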

Although there are published data describing the oncogenic [52] role of miR18a-5p, other studies have suggested a key tumor suppressor [53,54] function of this miRNA in several types of cancers, including ovarian cancers [54]. As such, in vitro overexpression of miR-18a-5p improved overall survival in an animal model of lung cancer by increasing radiosensitivity of lung cells and inhibiting the development of A549 xenografts after radiation treatment [55]. Furthermore, overexpression of miR-18a-5p in ovarian epithelial cells induces apoptosis, cell cycle arrest, and decrease cancer growth in vivo through directly targeting cancer signaling pathways, such as tumor protein 53 (TP53), TP53 regulated inhibitor of apoptosis 1 (TRIAP1), and inositol phosphate multikinase (IPMK) [56]. Thus, the downregulation of miR-18a-5p in the VP of older rats can be associated with prostate carcinogenesis in maternally malnourished old offspring rats.

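At PND 540, the reads counted on rno-miR-18a-5p numbered 29, 64, 92, 48 and 2034 in CTR replicates 1 to 5 and 8, 35, 115 and 42 in GLLP replicates 1 to 4. The most of these reads in any library were thus in 1 CTR library, and the ranges of the other 4 CTR libraries and of the GLLP libraries overlapped. The opposite strand of the same hairpin, rno-miR-18a-3p, was looked at after these values were seen. It had a mean of 1.62 ± 1.75 CPM (SD, n = 5) in the CTR group and 2.61 ± 3.93 CPM (SD, n = 4) in the GLLP group, a difference of the mean log2 levels of -0.42 that was within the spread between libraries (exact permutation test, p = 0.778). In CTR replicates 1 to 5, rno-miR-18a-3p was at 4.73, 0.879, 0.523, 0.872 and 1.10 CPM, and in GLLP replicates 1 to 4 at 0, 8.39, 0.308 and 1.75 CPM. Its log2 fold change in edgeR's quasi-likelihood test had the opposite sign, 0.68 (standard error 1.24), with an unadjusted p-value of 0.594.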

mRNA-18a is one of the most conserved and multifunctional miRNAs in the miR-17~92 cluster, and although frequently overexpressed in malignant tumors, miR-18a has a dual functional role in either promoting or inhibiting oncogenesis in different human cancers. This characteristic has been attributed probably to the different developmental stages, genetic background, cell origins, and tumorigenic mechanisms [57,58]. 

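In the RefSeq annotation of the rat assembly GRCr8, a later build than the one used by the authors, Mir18a lies on chromosome 15 next to Mir17 on one side and, on the other, Mir19a, Mir20a, Mir19b1 and Mir92a1 in this order, followed by the protein-coding gene Gpc5. In the VP at PND 540, the mean log2 level of rno-miR-17-5p, rno-miR-19a-3p, rno-miR-19b-3p, rno-miR-20a-5p and rno-miR-92a-3p was 5.80 ± 0.90 (SD, n = 5) in the CTR group and 5.61 ± 0.60 (SD, n = 4) in the GLLP group. The difference of -0.19 was within the spread between libraries (exact permutation test, p = 0.738), and its sign changed when the counts were scaled by total miRNA counts alone (0.019). That scaling raised the median log2 fold change of all tested miRNAs by about as much, so this change of sign says nothing about the cluster itself. Reads of rno-miR-19b-3p and rno-miR-92a-3p can also come from other loci of the genome, since the same mature miRNA has more than 1 precursor, so their counts are not specific to this cluster. The log2 fold changes from the quasi-likelihood test were 0.28 for rno-miR-17-5p, -1.58 for rno-miR-19a-3p, -1.01 for rno-miR-19b-3p, -0.72 for rno-miR-20a-5p and 1.03 for rno-miR-92a-3p. In CTR replicate 5, rno-miR-17-5p was at 4.84 CPM, the lowest of the 9 libraries, and rno-miR-20a-5p was at 78.4 CPM, the highest. With the replicate number as a block, the difference of the mean log2 level was -0.21 (exact permutation test over the signs of the 4 paired differences, p = 0.750).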

Although differences in the miR-18a expression in cancers, our multiomic as well as functional validation data highlighted the deregulation of miR-18a-5p in the VP of maternally malnourished offspring rats which developed prostate cancer with aging.

Among predicted targets of miR-18a-5p identified in the integrative analysis (*Gstm4*, *Hist1h2ac*, *P4hb*), we confirmed by RT-qPCR that Prolyl 4-hydroxylase beta (*P4hb*) was upregulated in the VP of older offspring from the GLLP group, taking into account the opposite regulation of miR-18a-5p-predicted target. *P4hb* is a chaperone that works on the reparation of misfolded proteins due to endoplasmic reticulum (ER) stress [59]. Interestingly, these data matched our ontological term enrichment data which identified enriched terms related to post-translational protein modification, metabolism of proteins, protein processing in the endoplasmic reticulum, post-translational protein phosphorylation in the prostatic cells, pointing out a potential dysfunction of the endoplasmic reticulum in the offspring VP submitted to the maternal malnutrition. Upregulation of *P4HB* has been associated with carcinogenesis and tumor progression in several cancer types, including renal cell carcinoma, gastric cancer, clear cell, and colon cancer [60,61,62]. *P4HB* inhibition has been also linked to chemosensitivity in glioblastoma multiforme via the endoplasmic reticulum stress response pathways [63,64]. The upregulation of P4hb has already been identified by Santos et al. (2020) [19] in older offspring rats from the GLLP group. Strong immunostaining for P4hb was also observed in the human PCa, as demonstrated by the HPA dataset. To give further insights into the potential modulation of *P4hb* by miR-18a-5p, we transfected PNT-2 cells with mimic miR-18a-5p and we observed a reduction of *P4hb* mRNA in these cells, highlighting the potential modulation of *P4hb* expression by miR-18a-5p in prostate cells. Overall, these data highlighted the potential role of the miR-18a-5p/P4hb network in prostate cancer development in older offspring exposed to maternal malnutrition.

It is noteworthy that the prostate is highly sensitive to estrogen or estrogenic compounds during the developmental period [13,65,66] and exposure to elevated levels of estrogen can lead to increased incidence of prostate diseases with aging [10,12,19,33,67,68,69,70]. The cellular response to estrogen response is primarily mediated by ESR1 and ESR2, and changes in the expression profile of these receptors are related to the increased incidence of prostatic disorders, including PCa, with aging [71,72]. In our study, the increase in estrogen levels was accompanied by the upregulation of *Esr1* in offspring from the GLLP group. Interestingly, the PNT-2 cells treated with mimic miR-18a-5p demonstrated a reduction in the expression profile of both ERS1 and ERS2. Although estrogen receptors were not identified as predicted target miR-18a-5p, a negative correlation between miR-18a-5p and ESR1 expression was demonstrated in breast tumor cells and hepatocellular cancer [73,74], indicating a potential interaction of miR-18a-5p/ESR1. Considering the key role of estrogen in prostate biology [75], we also demonstrated the modulation of ESR1 and ESR2 in the PNT-2 cells transfected with mimic miR-18a-5p/ESR1, suggesting the involvement of miR-18a-5p/ESR1 in modulating the estrogen signaling pathway in prostate cells. Taken together, these data demonstrated the involvement ofmiR-18a-5p/ESR1 in deregulating key molecular mechanisms involved in prostate carcinogenesis in maternally malnourished old offspring rats.

## 4. Material and Methods

### 4.1. Animals

Naive adult (90 days of age) females (n = 36) and males (n = 12) Sprague Dawley rats were used. The animals were kept under a controlled temperature (22–25 °C), relative humidity (55%), and a photoperiod (12 h/12 h), with free access to water and food. Breeding proceeded overnight in a harem configuration (1 male to 3 females). After determination of pregnancy through detection of spermatozoa in the vaginal smear (considered gestational day 1—GD1), pregnant rats were distributed in the Control group (CTR, n = 18), comprised of pregnant rats fed with a normal protein diet (17% protein) during the gestation and lactation, and the Gestational and Lactational Low Protein group (GLLP, n = 18), comprised of pregnant rats fed with a low protein diet (6% protein) during the same periods. The diets followed the AIN-93 standards described by Reeves et al. (1993) [76] and were provided by PragSoluções (PragSoluções, Jaú, SP, Brazil). The diets were previously used in other studies [12,19,20]. All diets were isocaloric and normosodic and were prepared as recommended by the American Institute of Nutrition (AIN 93-G). The metabolic energy intake of the diet was calculated using the parameters established by Sadowska and Rygieska (2019) [77].

Litters were reduced to eight pups (four males and four females) on postnatal day (PND) 1 to maximize lactation performance. Dam and offspring biometric parameters were measured. One male offspring from each litter was euthanized by an overdose of ketamine and xylazine, followed by decapitation at PND 21 and 540 (n = 18/group from each age). Blood and ventral prostate (VP) were collected and processed as described below. The procedures were approved by the Biosciences Institute/UNESP Ethics Committee for Animal Experimentation (Protocol #573).

### 4.2. Hormonal Analysis

Blood samples from male offspring (n = 8/group) were centrifuged (4000 RPM for 20 min), and estrogen (17β estradiol, Monobind^®^, Lake Forest, CA 4925-300, USA, sensitivity: 8.2 pg/mL) and testosterone (17β-hydroxy-4-androstene-3-one, Monobind^®^, CA 3725-300A, USA, sensitivity: 0.038 ng/mL) were quantify using the sera offspring. An ELISA plate reader (Epoch™, Biotek Instruments, Winooski, VT, USA) was used for the quantification of these hormones in 96-well plates following the datasheet protocol.

### 4.3. Ventral Prostate Histopathology

At PND 540, samples of VP lobes from the CTR and GLLP groups (n = 12/group) were fixed in Methacarn [78], diaphanized in xylene, and embedded in Paraplast (Sigma, St. Louis, MO, USA). For the general morphological study, histological slices (5 µm) were stained with Hematoxylin/Eosin. The slides were evaluated using the image analyzer Leica Q-win software and a Leica DMLB 80 microscope connected to a Leica DC300FX (Version 3 for Windows).

### 4.4. RNA Purification, Library Construction, and Sequencing

In order to evaluate the effects of maternal malnutrition on the offspring VP miRNAs expression profile, the total RNA of the VP samples from the CTR group (n = 5) and the GLLP (n = 4) group were extracted using Trizol following the datasheet guidelines (Thermo Fisher, Waltham, MA, USA). The purified RNA was stored at −80 °C in DNase/RNase-free distilled water. The Nano Vue Plus spectrophotometer (GE Healthcare, Chicago, IL, USA) was used to verify the quality of RNA extraction and quantification, and the RNA Integrity Number (RIN) was determined by analyzing microfluidic ribosomal RNAs using the Agilent 2100 Bioanalyzer system (Santa Clara, CA, USA) [79]. Only samples with a RIN of 8 or above were used. The RNA was sequenced in a HiSeq2500 platform (Illumina, San Diego, CA, USA). For rRNA depletion, an aliquot of total unfractionated RNA was provided for a library building, and Ribo-Zero sequencing was employed during library preparation. The TruSeq Standard mRNA Sample Preparation Kit (Illumina) was used to purify messenger RNA and build libraries from total RNA, according to the manufacturer’s instructions. Small non-coding (Snc) RNA libraries were prepared by TruSeq Small RNA Library Prep Kit (Illumina, CA, USA) following the manufacturer’s specifications.

### 4.5. miRNA Sequencing Analysis

After sequencing, the miRNA raw reads quality control was carried out by FASTQ files that were pre-processed by adapter trimming and quality filtering based on the Phred quality score (≥20). Furthermore, the preprocessed sequence reads were aligned to the RattusNovegicus genome (Rnor_6.0) using the STAR package (Spliced Transcripts Alignment to a Reference), aligner, and annotated miRNA species quantified based on genomic loci, to generate the count matrix. The read count data were normalized, and the DESeq package was used to perform the differential expression analysis [80]. 

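The normalized values that the paper lists in Supplementary Table S2 for 616 miRNAs in the 9 libraries equal the deposited counts divided by 1 factor per library, with a largest deviation of 0.000491%. The 3 further entries with counts that join several miRNA names are not in that table. The factors recovered in this way were 1.81, 1.14, 1.47, 0.431 and 0.459 for CTR replicates 1 to 5 and 2.52, 1.85, 0.840 and 0.532 for GLLP replicates 1 to 4. DESeq2's size factors over all small RNA species in the files were 1.90, 1.10, 1.48, 0.424 and 0.465 for the CTR libraries and 2.63, 1.87, 0.834 and 0.532 for the GLLP libraries. Over rat miRNAs alone, they were 1.17, 1.25, 1.72, 0.543 and 0.624 for the CTR libraries and 1.42, 1.21, 1.13 and 0.747 for the GLLP libraries. The choice of species thus changed the factor most in GLLP replicate 1. In GLLP replicate 1, GLLP replicate 2 and CTR replicate 1, snoRNA and snRNA took 2.67%, 2.48% and 2.27% of all counts, and in the other libraries between 0.327% and 0.901%. The size factor divides every count of its library, so it moves the fold change of all miRNAs in the same direction.

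**Figure D2:**
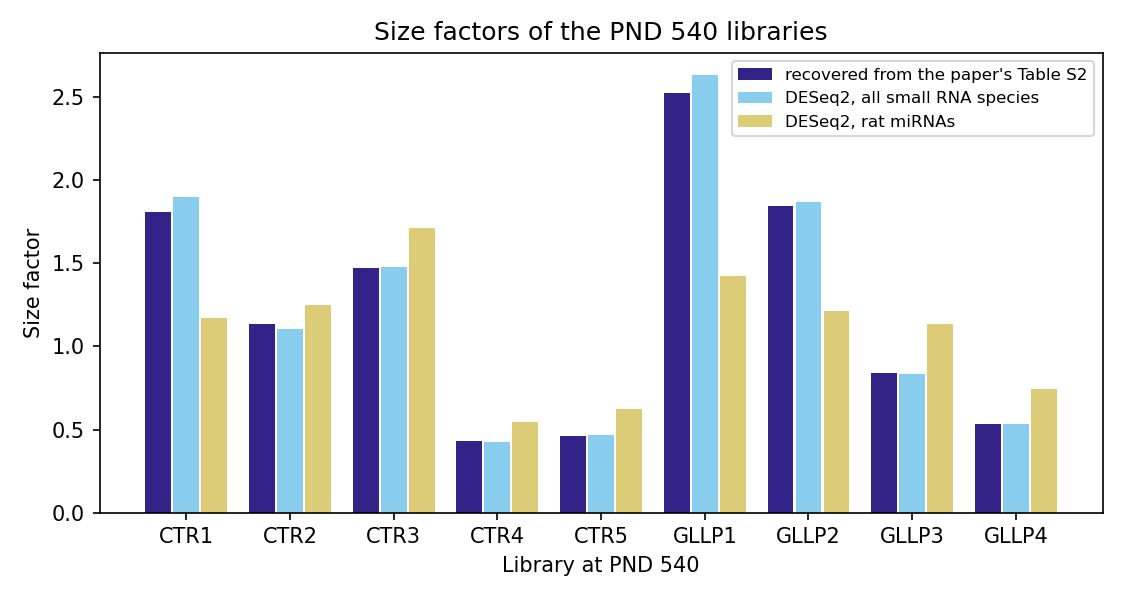
Size factors of the 9 VP libraries at PND 540, as recovered from the paper's Supplementary Table S2 and as computed with DESeq2 over all small RNA species or over rat miRNAs alone. Bars start at 0, and the value for GLLP replicate 1 is 2.52, 2.63 and 1.42 in this order.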

All these steps were performed using the OASIS Platform. The fold change between GLLP and CTR groups was calculated for each miRNA. In the Gene Expression Omnibus (GEO) database, raw Illumina miRNA-Seq FASTQ files can be found with an Accession No. GSE180674. Cut-off criteria for determination of differentially expressed (DE) miRNA were |Log2 FC| ≥ |+0.4| ≤ |−0.4|, *p*-value < 0.05, and base mean > 20 (Supplementary Table S2).

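When these criteria were applied to the edgeR fit of the deposited counts, 5 of the 352 tested miRNAs had an unadjusted p-value under 0.05. The nominal rate of 0.05 would give 17.6, but other splits of the same libraries gave other counts. Over the 16 splits that part every same-numbered pair, the real one included, the median was 3 and the largest count 5. Over 84 other splits the median was 4 and the largest count 138. In the real split, a total of 181 miRNAs had an absolute log2 fold change of at least 0.4 and 327 had a base mean above 20. The 5 miRNAs of the real split also met these criteria. None had an adjusted p under 0.05. The miRNA that was lower in the GLLP group was rno-miR-18a-5p. The other 4 were higher in the GLLP group: rno-miR-6324, rno-miR-3553, rno-miR-130b-3p and an entry that joins rno-miR-3084b-3p, rno-miR-3084a-3p and rno-miR-3084d. Apart from rno-miR-6324, these 4 are named here because their values were seen. The log2 fold changes were 1.15 (standard error 0.47) for rno-miR-3553, 1.76 (standard error 0.78) for rno-miR-130b-3p and 2.56 (standard error 1.06) for the joined entry, each with an adjusted p of 0.995 from edgeR's quasi-likelihood test. With the replicate number as a block, 5 miRNAs met the criteria, among them rno-miR-6324 and rno-miR-3553 but not rno-miR-18a-5p. The count moved most without CTR replicate 1, to 41 miRNAs, of which 39 were higher in the GLLP group. SnoRNA and snRNA took 2.27% of all counts in that library and 2.67% and 2.48% in GLLP replicates 1 and 2. In the other libraries they took 0.901% at most. Without CTR replicate 1 only GLLP libraries had such a share, so the 41 cannot be told apart from this difference between libraries.
The smallest p belonged to rno-miR-6324, which the paper's Supplementary Table S2 lists on chromosome 11 from 39913835 to 39913857. Its counts were 0, 0, 2, 0 and 2 in CTR replicates 1 to 5 and 139, 55, 50 and 13 in GLLP replicates 1 to 4. Set against a floor of 3 counts in the CTR libraries, its mean level was at least 18.7-fold higher in the GLLP group, and between 11.9-fold and 22.6-fold over the alternative settings. Every GLLP library was above every CTR library (exact permutation test, p = 0.00794, the smallest p that 5 libraries against 4 allow), and the adjusted p was 0.0586 in edgeR's quasi-likelihood test and 0.199 with the block. The difference of the mean log2 levels was 5.21 within the libraries numbered from 3 to 7 (exact permutation test, p = 0.100) and 3.41 within those numbered from 21 to 24 (exact permutation test, p = 0.333). Its base mean was 27.0 in the edgeR fit and 23.2 with DESeq2's size factors over rat miRNAs, and the paper's value in Supplementary Table S2 is 19.4, with the paper's adjusted p of 0.0045.
The paper's Supplementary Table S4 lists primers for a further 3 miRNAs, which had too few counts for the default filter. All GLLP libraries had 0 counts of rno-miR-133a-5p and CTR libraries had between 0 and 5, so no fold is given (exact permutation test of the log2 levels, p = 0.0476). Counts of rno-miR-3064-5p were at most 3 in the CTR libraries and 29, 17, 2 and 2 in GLLP replicates 1 to 4 (exact permutation test, p = 0.0159). Set against a floor of 3 counts in the CTR libraries, its mean level was at least 3.65-fold higher in the GLLP group. This bound was between 2.11-fold and 4.40-fold over the alternative settings. The level of rno-miR-466b-5p was 0.217 ± 0.214 CPM (SD, n = 5) in the CTR group and 1.83 ± 1.85 CPM (SD, n = 4) in the GLLP group, with overlapping libraries (exact permutation test, p = 0.0714).

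**Figure D3:**
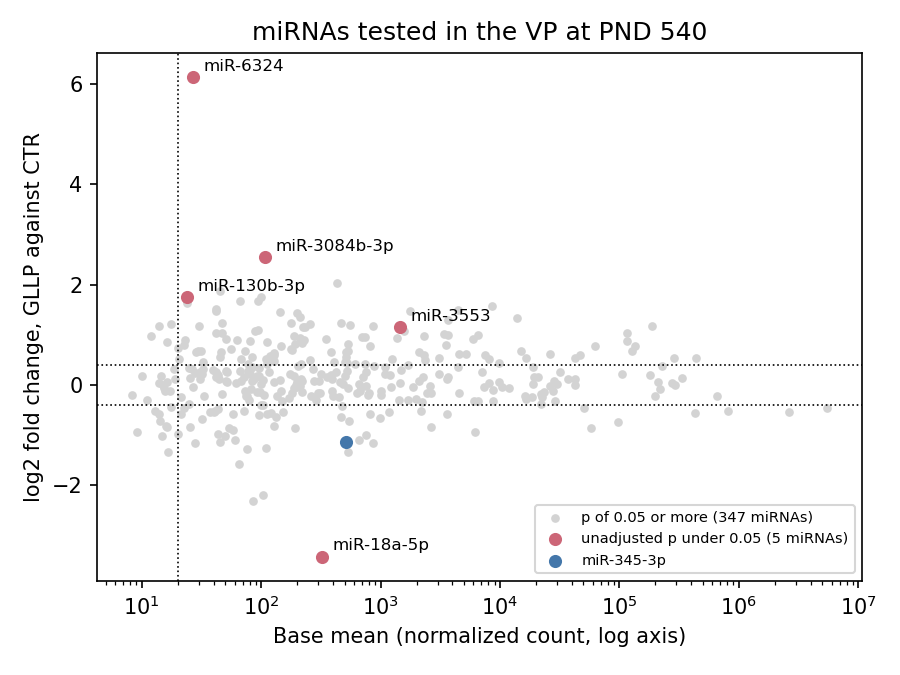
The log2 fold change of GLLP compared to CTR against the base mean (normalized count, log axis) for the 352 miRNAs tested at PND 540, with dotted lines at a log2 fold change of 0.4 and -0.4 and at a base mean of 20. Red points are the 5 miRNAs with an unadjusted p-value under 0.05 and the blue point is rno-miR-345-3p. The point of rno-miR-6324 is the fitted value, which rests on CTR libraries with 2 counts at most.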

### 4.6. mRNA Sequencing Analysis

To give further insights into the relationship between the miRNAs-mRNAs networks, we reanalyzed the transcriptomic data of the VP from CTR (n = 5) and GLLP (n = 4) groups previously generated by our research group. These data were extracted from the Gene Expression Omnibus (GEO) database [81], as raw Illumina mRNA-Seq FASTQ files, and can be found with Accession No. GSE180673.

The raw data were analyzed in terms of reading quality through FastQC software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 6 July 2021)) [82] to evaluate the reads and adapter low-quality. Subsequently, the single-end reads were trimmed using the Trimmomatic software (v. 0.36) and default parameters [83]. After processing by read-quality media, the remaining reads were aligned against the reference genome of Rattus Norvegicus (Genome assembly: Rnor_6.0GCA_000001895.4) obtained through the Ensembl (http://useast.ensembl.org/index.html (accessed on 6 July 2021)) through the software STAR (v. 2.5.1a) [84]. The resulting files were processed through the Feature Counts software [85] to obtain read counts and Cufflinks to obtain fragments per kilobase of transcript per million (FPKM), for specificity analysis of clustering [86].

The edgeR Bioconductor package in R^38^ was used to calculate the differential expression of RNA-seq data. DE genes between experimental groups were determined by applying the statistical cutoff of Log_2_ Fold Change ≥ |+0.66| ≤ |−0.66| and the *p*-value < 0.05 (Supplementary Table S3).

### 4.7. Prediction, Filtering, and Enrichment Analyses of the DE miRNAs’ Predicted Targets

To give further insights into the epigenetic mechanisms involved in the VP response to maternal malnutrition, the DE miRNAs identified in the VP were used to perform target prediction analyses using the miRWalk 3.0 tool (http://mirwalk.umm.uni-heidelberg.de/ (accessed on 7 July 2021)) for the Rattus norvegicus dataset (Supplementary Table S5). As described above, the transcriptomic data were downloaded from the GEO database (GSE180673). Moreover, in order to explore the potential role of the DE miRNAs in modulating the VP proteomic profile, the data of the VP global protein expression from CTR (n = 3) and GLLP (n = 3) groups were accessed from a previously published paper from our group [19]. Proteins were considered differentially expressed when *p* < 0.05 for downregulated proteins and *p* > 0.95 for upregulated proteins (Supplementary Table S6). For target prediction, we consider the opposite expression profile of miRNA and mRNAs or proteins (Supplementary Table S7).

The targets-miRNAs identified in the integrative analysis were submitted to the enrichment analysis of molecular pathways using the KOBAS (http://kobas.cbi.pku.edu.cn/anno_iden.php (accessed on 7 July 2021)) and the Enrichr (https://maayanlab.cloud/Enrichr/ (accessed on 7 July 2021)) platforms. The cut-off criterion for significance was *p*-value < 0.05 (Supplementary Table S8).

### 4.8. Validation of Selected miRNA-mRNA Networks in the Offspring VP by RT-qPCR

To validate the expression of the selected miRNA and the predicted target mRNAs, in the VP samples of older offspring rats at PND 540, the total RNA was extracted from VP samples (n = 6/group) in both groups using TRIzol Reagent (Thermo Fisher Scientific) following the datasheet of the product. The primer sequences were described in Supplementary Table S4.

For mRNA expression, aliquots of 2 μg of total RNA were reverse transcribed using the High-Capacity Kit RNA-to-cDNA (Life Technologies, 4387406, Carlsbad, CA, USA) in a 10 μL reaction according to the manufacturer’s instructions. Aliquots of cDNA from each sample were added to a mix of reagents containing Power SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA), primers “sense” and “anti-sense,” and the volume was completed to 10 µL with ultrapure water.

The miRNA RT-qPCRs were performed according to the appropriate literature [87]. The stem-loop RT prime was hybridized with the miRNA molecule, and then a reverse transcription reaction was performed. The reaction products were then amplified using a miRNA-specific forward primer, a universal reverse primer, and a fluorophore from the Power SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA), and made up to 10 µL with ultrapure water. The RT prime stem-loop, forward and reverse primers were synthesized by the company Thermo Fisher (Waltham, MA, USA) [88].

Reactions were performed in duplicate for each mRNA and miRNA on the Real Time QuantStudio 12K flex System (Applied Biosystems) in 96-well plates following the datasheet product. The relative quantification of each mRNA and miRNA was performed using the 2^−∆∆CT^ method according to Livak et al. (2001) [89]. The values obtained for all samples were normalized using the ratio obtained between the informative gene and the reference Gusb and Gapdh to mRNAs and U6 to miRNA. Values were calculated using the expression ratio of the GLLP/CTR groups.

A Student’s *t* test was applied to test whether the difference was statistically significant between groups, and the difference in expression was considered significant when *p* < 0.05.

### 4.9. Functional Validation of Selected miRNA in a Transfected Human Prostatic Cell Line

To give further insight into the role of selected miRNA networks on prostate cell behavior, the human benign prostate cell line PNT-2 (Cell Bank of Rio de Janeiro, Brazil) was maintained in RPMI 1640 medium with 2 mM L-glutamine, 10% FBS (Fetal Bovine Serum), 50 μg/mL penicillin/streptomycin, and 0.5 μg/mL amphotericin B (GIBCO, Invitrogen, Waltham, MA, USA). Cells were used up to passage 20. The culture medium was changed twice a week throughout the experimental period in a humid atmosphere at 37 °C with 5% CO_2_. An inverted microscope was used to monitor the cells (Zeiss Axiovert, Oberkochen, Germany). Cells were resuspended after trypsin (GIBCO/Invitrogen) treatment for 5 min at 37 °C. In vitro studies were conducted in three independent experiments performed in triplicate.

### 4.10. miRNA Transfection and Cell Viability Assays

The in vitro experiments were divided into three groups. Mimic group: cells transfected to the specific mimic miRNA diluted in lipofectamine (Thermo Fisher, mirVanaTM miRNA Mimic, Catalog # 4464066; Assay ID MC12973); Negative Control group: cells trasnfected with non-specific miRNA diluted in lipofectamine (Thermo Fisher, mirVana TM Mimic, Negative Control 1, # 4464058, Assay AS02D00R); and Lipo Control group: cell exposed only to lipofectamine. Before transfecting, the treatment complex was formed with the Opti-MEM-reduced serum medium (Thermo Fisher Scientific, USA). The PNT-2 cells (8 × 10^4^) and were placed in 24-well plates in 500 μL of complete RPMI medium per well. Once cells became 80% confluent, the RNAiMAX lipofectamine (Thermo Fisher Scientific, USA) was used with or without 10 nM of specific mimic miRNA for 16 was determined h at 37 °C and 5% CO_2_ to perform the transfections. After 24, 48, and 72 h, the cell viability using the MTT reduction method [90] according to the manufacturer’s instructions (Sigma-Aldrich, USA). Absorbance is proportional to cell viability and was quantified in a spectrophotometer (ASYS HITECH GmbH, Eugendorf, Austria) using a 96-well plate at 550 nm absorbance.

### 4.11. Wound Healing Assay

In order to evaluate the potential role of selected miRNA in modulating wound healing capacity in vitro, the PNT-2 cells were cultured in RPMI 1640 medium and plated in 6-well plates. The cells were grown at 37 °C and 5% CO_2_ until they reached 80–100% confluence after transfection. Following that, a vertical single-line scratch was physically created at the highest diameter of each well plate in the identical spot in all replicates using a 200-μL plastic tip. Two PBS washes were used to exclude cell debris, and 1.2 mL of RPMI enriched with 10% FBS was added to each well. The wound open area was captured on camera and evaluated at 0, 24, 48, and 72 h, and the results were presented as percentage wound healing. Time 0 h is the time point immediately after the scratch.

### 4.12. In Vitro and In Silico Validation of Selected miRNA-mRNA Networks

The total RNA of PNT-2 cells from all treatments was extracted with TRIzol (Thermo Fisher Scientific, USA) as recommended by the company. The cDNA synthesis and the RT-qPCRs to mRNAs and miRNAs were conducted as described in chapter 2.6. The primer sequences were shown in Supplementary Table S4. The Human Protein Atlas (HPA) database (https://www.proteinatlas.org/ (accessed on 7 July 2021)) was used for in silico validation of selected targets in both normal and tumor samples from the human prostate.

### 4.13. Statistical Analysis

GraphPad Prism^®^ software was used for statistical analysis (version 5.00, Graph Pad, Inc., San Diego, CA, USA). The data were expressed as mean ± SD, and the results were subjected to a *t* test. Differences were considered statistically significant when *p* < 0.05.

## 5. Conclusions

Here we provide new evidence on the participation of the miR-18a-5p/P4HB network in addition to modulation of estrogen receptors mediating prostate carcinogenesis in maternally malnourished offspring rats. Knowledge of these conditions can help to elucidate the mechanistic framework involved in prostate carcinogenesis and highlight the importance of discussing maternal food security as public policy for the lifelong prevention of chronic diseases in the progeny, as proposed by the DOHaD concept.

## Figures and Tables

**Figure 1:**
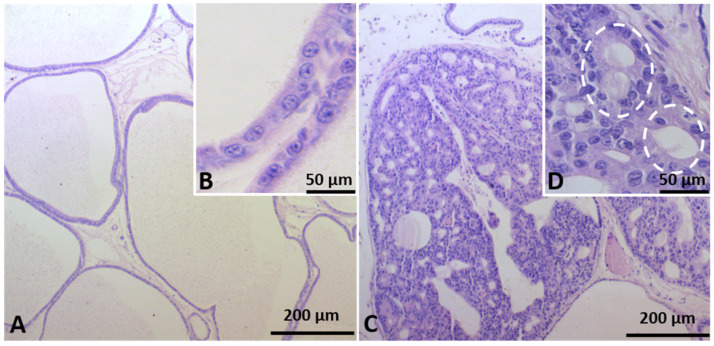
Representative histological sections of the VP lobes from the CTR (**A**,**B**) and GLLP (**C**,**D**) groups at PND 540 stained with hematoxylin/eosin (HE). In the CTR group, the VP histology resembles the structural characteristic of older VP with normal glandular and stromal compartments. In the GLLP group, the glandular lumen was filled with a dysplastic cell mass with microacinar structures (dashed circle). Scale bar: 200 µm (**A**,**C**) and 50 µm (**B**,**D**). CTR: Control; GLLP: Gestational and Lactation Low Protein.

**Figure 2:**
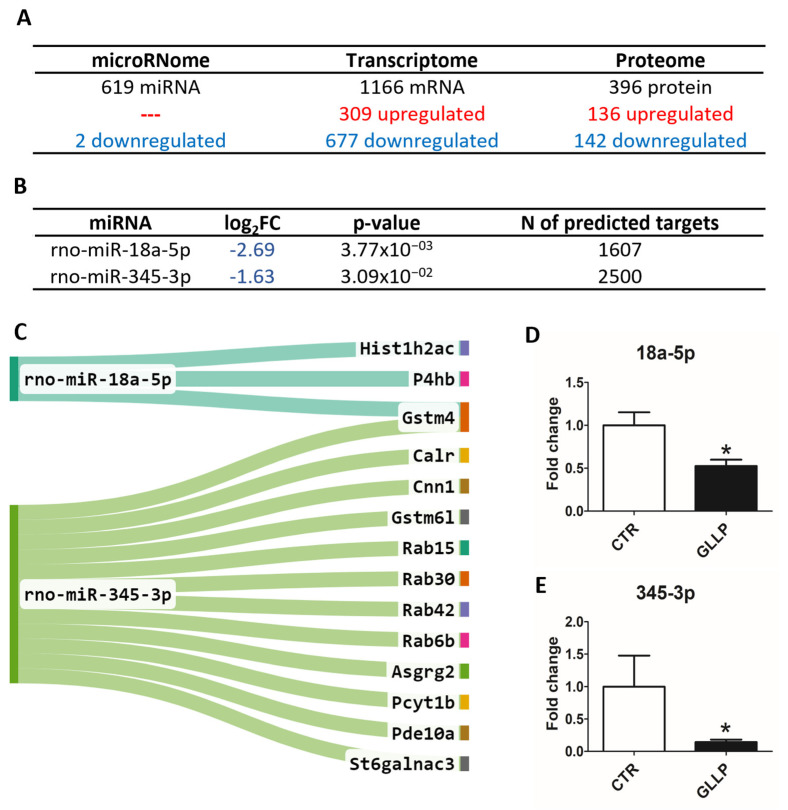
(**A**) Representative image of the differential expression of the multiomic data in the offspring VP from the GLLP group compared to the CTR group at PND 540 (for detailed data, see Supplementary Tables S1–S3). Data of microRNome and transcriptome (n = 5 from the CTR group and n = 4 from the GLLP group. Data of proteome (n = 3 for both the CTR and GLLP groups). (**B**) *Differentially expressed (DE)* miRNAs identified between the GLLP and the CTR groups. The criteria used to identify DE miRNAs were Log_2_ Fold Change ≥ |+0.4| ≤ |−0.4| and *p* < 0.05 and base mean > 20. The prediction analysis was performed on the miRWalk 3.0 tool. (**C**) Integrative analyzes using predicted targets of the DE miRNA identified in the VP transcriptome and proteome data from older offspring rats submitted to maternal malnutrition. D and E: RT-qPCR for experimental validation of the DE miRNA miR-18a-5p (**D**) and miR-345-3p (**E**) in the offspring VP. Asterisks mean the statistical difference with *p* < 0.05. CTR: Control; GLLP: Gestational and Lactation Low Protein.

**Figure 3:**
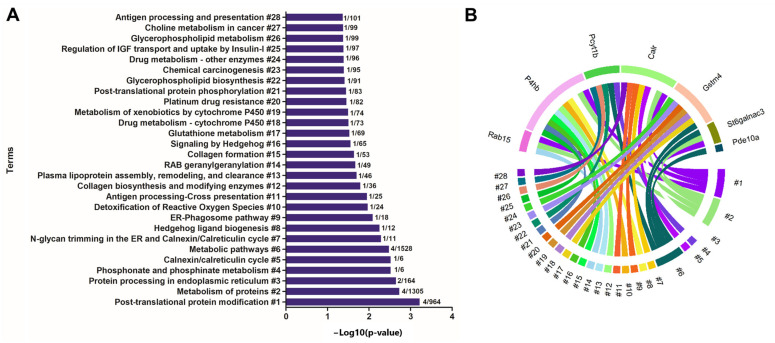
(**A**) Ontological enrichment terms by KOBAs 3.0. All data were expressed as −Log_10_ (*p*-value). The numbers in the bar graph identify the input number of predicted targets that enriched each term. (**B**) Circus plot graphic identifying the association of deregulated targets involved in each enriched term.

**Figure 4:**
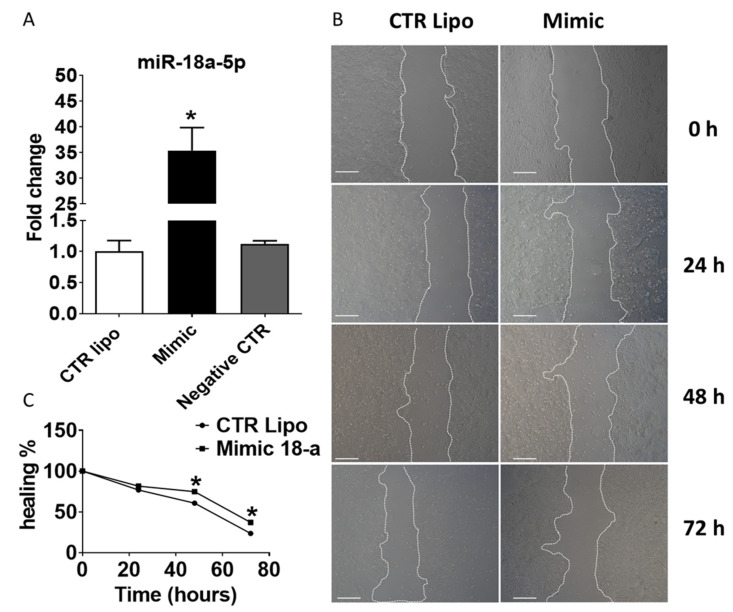
(**A**) Expression profile of miR-18a-5p in PNT-2 cells from the Control Lipo, Mimic, and Negative CTR groups after 24 h of treatment. (**B**). Representative wound healing assay images after 24, 48, and 72 h. (**C**). Cellular wound closure after the transfection of PNT-2 cells with lipofectamine and mimic miR-18a-5p after 0, 24, 48, and 72 h post-wound. Mimic group: cells treated with mimic miR-18a-5p. In vitro studies were conducted in three independent experiments performed in triplicate. Data are expressed as mean ± SD. * means a statistical difference between experimental groups with *p* < 0.05. Scale bar: 200 µm. CTR: Control.

**Figure 5:**
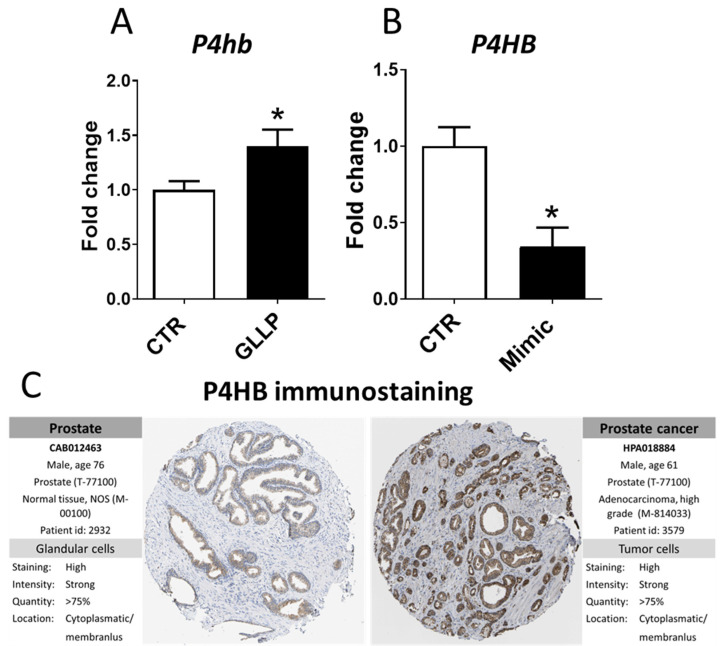
*P4hb* gene expression in the ventral prostate (**A**) of offspring rats from the CTR and GLLP groups at PND 540. (**B**) P4HB gene expression in the PNT-2 human prostate cells from the CTR and transfected with mimic miR-18a-5p groups. (**C**) P4HB immunostaining in normal and PRAD tissues obtained from The Human Protein Atlas database (https://proteinatlas.org/ (accessed on 4 May 2021)). Data are expressed as mean ± SD. * means a statistical difference between experimental groups with *p* < 0.05. CTR: Control group; GLLP: Gestational and Lactational Low Protein diet; VP: ventral prostate; PRAD: prostate adenocarcinoma.

**Figure 6:**
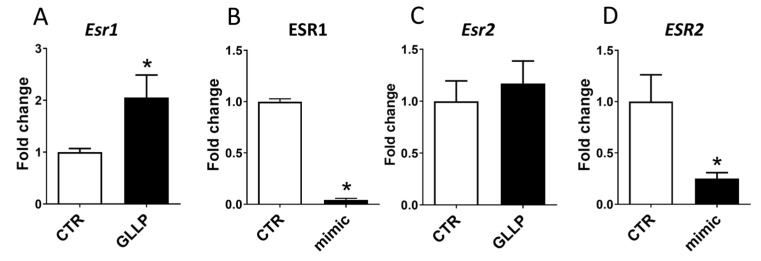
Esr1 (**A**) and Esr2 (**C**) gene expression profiles in the offspring VP from the CTR and GLLP groups at PND 540. Esr1 (**B**) and Esr2 (**D**) gene expression profiles in the PNT-2 human prostate cells from CTR and transfected with mimic miR-18a-5p. Data are expressed as mean ± SD. * means a statistical difference between experimental groups with *p* < 0.05.

**Table 1:** Biometric and metabolic parameters of pregnant and offspring rats from the CTR and GLLP groups.

Parameters	CTR	GLLP	*p*-Value
Pregnant body weight at gestational day 21 (g)	368.00 ± 16.49	343.80 ± 14.49 *	0.004
Pregnant energy intake (Kj/day)	310.30 ± 22.01	326.20 ± 61.38	0.3651
Female offspring BW at PND 1 (g)	7.2 ± 0.52	5.9 ±0.35 *	<0.0001
Male offspring BW at PND 1 (g)	7.367± 0.52	6.307 ± 0.49 *	<0.0001
Number of pups per litter	10.50 ± 1.87	10.29 ± 1.38	0.9264
Litter male/female ratio	0.97 ± 0.21	1.08 ± 0.26	0.1648
Female offspring BW at PND 21 (g)	47.4 ± 4.30	22.3 ± 4.5	<0.0001
Male offspring BW at PND 21 (g)	37.23 ± 6.57	20.03 ± 3.88 *	<0.0001
Absolute VP weight at PND 21 (g)	0.32 ± 0.08	0.14 ± 0.03 *	<0.0001
Relative VP weight at PND 21	0.92 ± 0.19	0.7893 ± 0.16 *	0.0398
Testosterone at PND 21 (ng/mL)	0.72 ± 0.32	1.84 ± 0.77 *	0.0024
Estrogen at PND 21(pg/mL)	18.28 ± 1.15	20.1 ± 3.35 *	0.0177
Male offspring BW at PND 540 (g)	428.30 ± 9.73	376.80 ± 6.34 *	<0.0001
Absolute VP weight at PND 540 (g)	0.62 ± 0.03	0.65 ± 0.04	0.6686
Relative VP weight at PND 540	1.44 ± 0.40	1.73 ± 0.60	0.0512
Testosterone at PND 540 (ng/mL)	2.73 ± 0.38	1.68 ± 0.18 *	<0.0001
Estrogen at PND 540 (pg/mL)	14.64 ± 4.76	35.88 ± 4.42 *	0.0023

All data were expressed as mean ± SD. Dams n = 18/group; offspring (n = 18/group) from each age; offspring hormonal analyses (n = 8/group) from each age. The asterisk represents the statistical differences between experimental groups with *p* < 0.05. CTR: Control Group; GLLP: Gestational and Lactational Low Protein; BW: body weight; VP: ventral prostate; PND: postnatal day.

## Data Availability

The Gene Expression Omnibus (GEO) database data can be found in these accession GSE180674 and GSE180673. The proteomic data can be found in [19].

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232314855/s1.

How the deposited data were processed for this re-analysis (not part of the article)

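Small RNA was sequenced from the VP of offspring of dams fed a 17% protein diet (CTR) or a 6% protein diet (GLLP). The deposited files cover 17 libraries, of which 5 CTR and 4 GLLP libraries are of PND 540 and 4 CTR and 4 GLLP libraries of PND 21. The article describes the libraries of PND 540, and its text does not describe those of PND 21, which are reported only in the closing section. The group, age and replicate number of each library were taken from the authors' labels.

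The authors trimmed adapters, filtered the reads on quality, aligned them to Rnor_6.0 with STAR and deposited whole-number counts of reads on each small RNA species, 1 library per file, without normalization. Each file lists 761 rat miRNA entries together with miRNAs of other species, predicted miRNAs, snoRNA, snRNA and rRNA. Over the 17 libraries, 99.0% of the counts were on rat miRNAs and 0.886% on snoRNA and snRNA. An entry that joins the names of several miRNAs was kept as 1 miRNA. Read trimming, alignment and counting are part of the deposited values and were not repeated here.

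From these counts, differences between the GLLP and CTR groups were tested with edgeR 4.0.16 in R 4.3.3. The counts of rat miRNAs were normalized by TMM with the total miRNA count as library size, filtered with edgeR's default filter on low counts, and tested with the quasi-likelihood F test and Benjamini-Hochberg adjustment, separately at each age and without covariates. A fit of all 17 libraries tested whether the difference between the groups changed with age. The standard errors given with edgeR's log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. The base mean is the mean normalized count over the libraries of the fit. The criteria of the article (absolute log2 fold change of at least 0.4, unadjusted p under 0.05, base mean above 20) were applied beside a threshold of 0.05 on the adjusted p. Levels of single miRNAs were compared with exact two-sided permutation tests on log2 CPM with a prior count of 2. A fold against a group whose libraries all had 3 counts or fewer is given as a lower bound computed against 3 counts. Limma 3.58.1 and DESeq2 1.42.0 were used in alternatives.

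The miRNAs named were fixed by a rule: those the article calls DE or lists primers for, those with an adjusted p under 0.05 in Supplementary Table S2, the 3 with the smallest p at each age among any with an adjusted p under 0.05, which gave none, and the members of the miR-17~92 cluster. Other miRNAs are named with a statement that they were chosen after their values were seen.

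The pairing of libraries was taken from the replicate numbers in the authors' labels. Same-numbered libraries are of different animals. Their deviations from the group means had a mean correlation of 0.393 at PND 540 and of 0.000 at PND 21, so the fit with the replicate number as a block is given beside the unblocked one at PND 540.

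The depth per library was between 6262564 and 28642435 miRNA counts. The precision was checked on simulated counts drawn with the means, spread and depths of these libraries and 200 changed miRNAs. With 4-fold changes, the quasi-likelihood test recovered 32 of the 114 changed miRNAs that passed the filter (28.1%) with the PND 540 libraries and 142 of 143 (99.3%) with the PND 21 libraries, and with 16-fold changes it recovered 114 of 120 (95%) at PND 540. With no change simulated, 19 of 365 miRNAs (5.2%) at PND 540 and 23 of 435 (5.3%) at PND 21 had an unadjusted p under 0.05. The simulated libraries held no difference between sets of library numbers, so these shares need not hold for the real ones.

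The alternatives tried were other normalizations (DESeq2's size factors, no scaling factor, TMM over all small RNA species), other filters, DESeq2 and limma in place of edgeR, robust dispersion estimates, the replicate number as a block, the set of library numbers as a covariate, 1 fit of all 17 libraries, and leaving out each library in turn. A covariate for the share of snoRNA and snRNA and 9 versions of a DESeq2 fit, 5 with the size factors recovered from Supplementary Table S2 and 4 over all small RNA species with DESeq2's own, were added after seeing the data. Normalized values, coordinates and mature sequences in Supplementary Table S2 were read from the article's supplement, and the order of neighbouring genes from RefSeq (GRCr8). The figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The mRNA, protein, RT-qPCR, cell line and hormone measurements of the article were not analysed here.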

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

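The tests of scaling, depth, a wrong label, blood and the library set for CTR replicate 5, of scaling, the library set and PND 21 for miR-6324, and the counts over all 35 splits at PND 21 and of unadjusted calls for the difference between the ages, were chosen only after the result was seen. The limits at which these tests decide were set by hand.

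CTR replicate 5 at PND 540 stood far from the other CTR libraries for both miRNAs that the paper calls downregulated. Its gap to the next library was 0.740 of the group's range in log2 level for miR-18a-5p and 0.825 for miR-345-3p. Scaling between libraries left miR-18a-5p in this library at least 28.8-fold above the next CTR library in each of 5 scalings, the paper's own normalized values included. Depth was not extreme, with 11315797 miRNA counts. After the first base, last base and GC content of the miRNAs were removed, 103% of the log2 deviation of miR-18a-5p was left, but these properties explained only 2.14% of the variance of the deviations, so the correction moved little and does not exclude a sequence bias. A wrong label of a PND 21 library is not favoured, since the mean Spearman rho of this library with the PND 21 libraries minus that with the other PND 540 libraries was -0.101, a correlation across miRNAs, which are not independent replicates. Of 4 blood markers, 2 were highest in this library among the CTR libraries. Of these, miR-144-3p was at 29.0 CPM against 3.99 CPM at most in the other CTR libraries, and miR-144-5p at 2.12 CPM against 2.05 CPM at most. The level of miR-486 was 15257 CPM, between 88600 CPM in CTR replicate 1 and 2577 CPM at most in CTR replicates 2 to 4, and miR-451-5p was at 39.4 CPM, within the range of 27.3 to 46.0 CPM of the others. The 4 markers thus did not rise together in this library, as blood in the tissue would have them do. CTR replicate 4, of the same set of library numbers, was 1.60-fold the highest CTR library of the other set, so the high level was not shared by the set. Among 352 miRNAs, miR-18a-5p had the rank 2 and miR-345-3p the rank 10 by their excess in this library, and 85 miRNAs deviated more than 4-fold from the mean of the other CTR libraries, against 112 in CTR replicate 1 and 21 to 28 in CTR replicates 2 to 4. Scaling, depth and a wrong label of a PND 21 library did not account for the level of CTR replicate 5 in these tests. The library set did not account for its full height. An exchange of labels with another PND 540 library was not tested. The design holds no condition that sets this library apart, so no biological explanation was tested, and a difference in the piece of tissue or in library preparation was not tested.

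Of 59 groups of libraries examined, 8 had a library this far from the others, where 3 would be expected by chance. Apart from the 2 above, GLLP replicate 2 of PND 21 was low for miR-6324 with 0 counts (0.983 of the range). GLLP replicate 3 of PND 21 was high for miR-19b-3p (0.850) and in its share of snoRNA and snRNA (0.890), and low in the number of miRNAs detected (0.857), and it had the smallest depth of the group with 6262564 miRNA counts. CTR replicate 1 of PND 540 was high for miR-92a-3p (0.720) and low in the share of its 3 most abundant miRNAs (0.717). GLLP replicates 1 and 2 of PND 540 were alike in both. The level of miR-92a-3p was 15019 CPM in CTR replicate 1 and 12796 and 28514 CPM in these GLLP libraries. The share was 49.11% against 48.23% and 49.15%. The causes of the 6 outlying values were not tested, and no biological explanation was tested.

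The difference between GLLP and CTR changed from PND 21 to PND 540 for 3 of the named miRNAs at an unadjusted p-value under 0.05. The change in log2 fold change was -4.41 for miR-18a-5p (p-value of 0.0170), -2.02 for miR-345-3p (p-value of 0.0411) and a rise for miR-6324 (p-value of 0.0207), each with an adjusted p of 0.703 from edgeR's quasi-likelihood test. Over the alternatives, the adjusted p ranged from 0.265 to 1.00 for miR-18a-5p, from 0.476 to 1.00 for miR-345-3p and from 0.324 to 1.00 for miR-6324. Of 467 miRNAs, 0 had an adjusted p under 0.05 and 32 had an unadjusted p under 0.05, and 100 of 100 exchanges of the diets within same-numbered pairs, the real arrangement included, gave as many adjusted calls, a count that 0 calls fix in advance. At an unadjusted p under 0.05, only the real arrangement reached 32, the largest other count being 26. By the paper's criteria only the real one reached 24, the largest other count being 19. For the unblocked fit, this goes against a chance arrangement of the diets at both ages taken together. An exchange removes any effect of the diet, so these counts cannot single out its change with age. CTR replicate 5 of PND 540 has no partner and stayed a CTR library in every arrangement. The 32 were 6.9% of the 467 tested, where the nominal share is 0.05. The count was 23 (4.9%) with the replicate block, 16 (3.4%) with limma and 53 (11.3%) with the library set covariate, so it depends on the model. Without CTR replicate 5 of PND 540 the change was -0.55 for miR-18a-5p (p-value of 0.543) and -0.74 for miR-345-3p (p-value of 0.220). The size of the difference between the ages thus rests on that library for these miRNAs. For miR-345-3p, only 8 of the 17 fits that each left out one library had an unadjusted p under 0.05, against 16 for miR-18a-5p. The call for miR-345-3p was thus lost without other libraries as well. With the replicate number as a block, the change was -0.99 for miR-18a-5p (p-value of 0.124) and -0.61 for miR-345-3p (p-value of 0.339). Age and library numbers cannot be told apart, since the PND 21 libraries carry their own numbers.

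The libraries of PND 21, which the paper does not report on, showed more small p-values than those of PND 540. Of 439 miRNAs, 89 had an unadjusted p under 0.05 (61 higher and 28 lower in the GLLP group), where the nominal rate would give 22. At an adjusted p under 0.05 there were 0, with a smallest adjusted p of 0.102. By the paper's criteria 83 were counted, 56 higher and 27 lower. Of the 8 splits of the libraries that part every same-numbered pair, 1 (the real one) gave as many by the paper's criteria and 8 gave as many adjusted calls, and of 27 other splits, which keep 1 or more pairs together, 0 gave as many by these criteria, the largest count being 62. A share under 0.05 cannot be reached with these 8. GC content was weakly related to the log2 fold change across miRNAs (Spearman rho 0.274), close to the limit of 0.3 that was set for it, so a part played by GC content is not excluded. Leaving out any 1 library left at least 11.4% of miRNAs at an unadjusted p under 0.05. The mean of the muscle markers was above every CTR library in 2 of 4 GLLP libraries, a mean that rests on miR-1-3p and miR-133b-3p since miR-133a-3p had 0 counts in these libraries. With the share of snoRNA and snRNA as a covariate, 17.3% of miRNAs had an unadjusted p under 0.05. In the fit of all 17 libraries, which shares its estimate of the spread with the more variable PND 540 libraries, only 8 of 467 miRNAs (1.7%) did. Over all 35 splits, only the real one gave as many by the paper's criteria (a share of 0.0286) or at an unadjusted p under 0.05, where the largest other count was 73, which goes against a chance split. At this age the CTR libraries are numbered from 13 to 16 and the GLLP libraries from 17 to 20. The real split is thus also the split by library number, and diet and the order of library numbers cannot be told apart. An effect of the diet at PND 21 remains a hypothesis.

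The signal of miR-6324 lies outside the miRNAs that the paper discusses. Its mean level at PND 540 was 4.14 CPM in the GLLP group, with 0 to 2 counts per CTR library. Under 4 scalings the smallest ratio of the lowest GLLP library to the highest CTR library was 5.42, and with every CTR library set to 3 counts the lowest GLLP library was at least 3.12-fold higher. Within both sets of library numbers every GLLP library was above every CTR library, the smaller gap being 1.09 CPM, so the set does not account for it. Among the other small RNA species in the files, 0 had at least 10 counts in every GLLP library and at most 2 in every CTR library. A species with further reads of its own in the CTR libraries could not meet these limits. The test thus cannot decide whether counts are shared with such a species. A sequence variant or reads from a locus outside the list were not tested. At PND 21, 3 of 4 GLLP libraries were above every CTR library and the GLLP library left over had 0 counts, so the groups overlapped there. The difference at PND 21 was within the spread between libraries (exact permutation test, p = 0.571), so a lasting effect is not shown. A candidate explanation is an effect of the maternal diet on this miRNA at PND 540. It remains a hypothesis since it rests on low counts in 4 libraries. Within both sets the CTR libraries carry lower numbers than the GLLP libraries, so the order of library numbers is not excluded.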

How the results depend on the processing

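Unless a sentence says otherwise, the alternatives were chosen before the data were examined; the snoRNA and snRNA share as a covariate and the 9 DESeq2 versions described last were chosen only after the result was seen, the versions one after another, and all of them are given. The causes of the changes listed were not tested, apart from the libraries left out.

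At PND 540 the direction of miR-18a-5p and miR-345-3p was negative in all 31 alternatives. For miR-18a-5p, the log2 fold change ranged from -4.17 to -0.11 over the 9 fits that each left out one replicate, 5 of them at an unadjusted p-value under 0.05, with -0.11 reached without CTR replicate 5. It was no longer past the threshold with DESeq2's default test (-3.86, no p-value because the count of a library was set aside as extreme), limma (-0.35, p-value of 0.680), the replicate block (-0.48, p-value of 0.374) and the snoRNA and snRNA covariate (-1.96, p-value of 0.247). For miR-345-3p, it ranged from -1.35 to -0.20 over the 9 fits, 0 of them at an unadjusted p-value under 0.05, and was -0.27 with the replicate block. It passed the threshold with TMM over all small RNA species (-1.66), shrunken DESeq2 (-1.02) and all 17 libraries in one fit (-1.82). The adjusted p ranged from 0.378 to 0.999 for miR-18a-5p and from 0.512 to 0.999 for miR-345-3p.

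The number of miRNAs with an adjusted p under 0.05 at PND 540, 0 in the edgeR fit with 5 at an unadjusted p under 0.05, was 1 with DESeq2, 1 with shrunken DESeq2 and 1 with limma, miR-6324 each time, and from 0 to 0 over the 9 fits that each left out one replicate. Its adjusted p ranged from 6.4e-05 to 0.215 over the alternatives. By the paper's criteria the number was 3 with DESeq2's size factors in the edgeR fit (2 higher, 1 lower), 8 with DESeq2, 9 with shrunken DESeq2, 18 with the library set covariate and 20 with all 17 libraries in one fit, against 5 (4 higher, 1 lower). It was from 0 to 41 over the fits that each left out one replicate, 5 with the replicate block and 4 (2 higher, 2 lower) with TMM over all small RNA species. Without a scaling factor the median log2 fold change of all miRNAs moved from 0.12 to 0.34.

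At PND 21 the number with an adjusted p under 0.05, 0 with 89 at an unadjusted p under 0.05, was 25 with DESeq2, 24 with shrunken DESeq2 and from 0 to 2 over the 8 fits that each left out one replicate. By the paper's criteria it was 83 (56 higher, 27 lower), 6 with all 17 libraries in one fit, 82 (73 higher, 9 lower) without a scaling factor, which moved the median log2 fold change from -0.02 to 0.18, and from 49 to 112 over the 8 fits. With the replicate block, for which the check of the pairing gave 0.000, it was 72. The fold change of miR-345-3p, 0.12, reversed with limma (-0.14), the snoRNA and snRNA covariate (-0.34) and without a replicate (from -0.25 to 0.34), and that of miR-6324, 1.53, reversed with limma (-0.19). Without a replicate it ranged from 1.21 to 2.07, and it passed the threshold without GLLP replicate 2, the library with 0 counts (1.97, p-value of 0.00668, adjusted p of 0.201 against a range of 0.201 to 0.997 over the alternatives). In the test of the difference between the ages, 0 miRNAs had an adjusted p under 0.05 in any alternative, the replicate block included, with 32 at an unadjusted p under 0.05 (5 higher, 27 lower) against 19 (7 higher, 12 lower) without a scaling factor, 53 (7 higher, 46 lower) with the library set covariate and from 15 to 57 without a replicate. The 57 (37 higher, 20 lower) were found without CTR replicate 1 of PND 540. That library was the only CTR library of its age with a snoRNA and snRNA share above 0.901%. The balance towards lower was thus reversed without that library. It was kept to differing degrees without other libraries. Without GLLP replicate 2 of PND 540 it was 8 higher and 11 lower, and without GLLP replicate 3 of PND 540 it was 6 higher and 29 lower. The balance thus does not depend on a single library alone. DESeq2 could not shrink the fold changes of that model, so it was run unshrunken.

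The mean of the other miR-17~92 members, -0.19, reversed without a scaling factor (0.019), a shift shared by all miRNAs, and ranged from -0.48 to 0.068 over the 9 fits that each left out one replicate. With the replicate block it was -0.21. For miR-92a-3p, 1.03, the direction reversed with the snoRNA and snRNA covariate (-0.38) and without a replicate (from -0.28 to 1.88). The number of miRNAs detected at PND 540, 619, was 311 with a count in every library, 327 with a base mean above 20 and from 606 to 618 without a replicate. Of the other results, 69 comparisons of single miRNAs with an alternative became weaker and 1 stronger. A base mean above 20 as the filter gave no value for miR-133a-5p, miR-466b-5p and miR-3064-5p.

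Of the 9 DESeq2 versions chosen after seeing the data, each gave 1 miRNA with an adjusted p under 0.05. By the paper's criteria, 3 miRNAs were counted with the size factors of Supplementary Table S2 over filtered rat miRNAs, the version tried first, where miR-345-3p was at -1.12. Over all small RNA species with the size factors of Supplementary Table S2, 3 were counted and miR-345-3p was at -1.60, with DESeq2's own size factors 3 and -1.60, and with a local dispersion fit 5 and -1.63 with either. With DESeq2's default outlier filtering, miR-18a-5p had no p-value at -2.59 and -2.60, or at -1.96 and -1.94 with a local dispersion fit, and 1 or, with the local fit, 3 miRNAs were counted.

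The depth limits the result for miR-6324, whose CTR libraries had 2 counts at most. The spread between libraries at PND 540 limits the adjusted calls. The quasi-likelihood test recovered 28.1% of simulated 4-fold changes there against 99.3% at PND 21. DESeq2 recovered 53.5% at PND 540, with 3 false calls against 0 for the quasi-likelihood test, and 97.9% at PND 21. The low recovery at PND 540 thus depends in part on the test.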

Differences from the paper's values

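The 9 DESeq2 versions in this part were chosen only after the result was seen. They were tried one after another to find which inputs Supplementary Table S2 had used, with the paper's values known, and all are given, so their closeness to the paper carries no weight as a separate check.

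The paper's number of DE miRNAs at PND 540 by its criteria is 2, and 5 were counted here. Of the alternatives set before the data were examined, those with 3 miRNAs (DESeq2's size factors in the edgeR fit, and the fits without CTR replicate 4, CTR replicate 5 or GLLP replicate 4) and those with 2 (the fits without CTR replicate 2, CTR replicate 3 or GLLP replicate 2) lie within 1.5 times the paper's number, and the others do not: 5 without scaling, 4 with TMM over all small RNA species, 4 without a filter, 5 with base mean above 20 as the only filter, 8 with DESeq2, 9 with shrunken DESeq2, 4 with limma, 5 with robust dispersion, 5 with the replicate block, 18 with the set of library numbers as a covariate, 20 in the fit of all 17 libraries, 41 without CTR replicate 1, 0 without GLLP replicate 1 and 4 without GLLP replicate 3. The miRNAs are not those of the paper in these fits: those with 2 hold miR-6324 with miR-18a-5p (without CTR replicate 2 or 3) or with miR-3553 (without GLLP replicate 2).

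The paper calls miR-345-3p downregulated. Its log2 fold change here was -1.15 and the unadjusted p-value 0.107, so it is not called. It is called with TMM over all small RNA species (-1.66, p-value of 0.0487), with shrunken DESeq2 without outlier or independent filtering (-1.02, p-value of 0.0327) and in the fit of all 17 libraries (-1.82, p-value of 0.0121). Of 9 versions of DESeq2 chosen after seeing the values, 5 call both miR-18a-5p and miR-345-3p. With the size factors of Supplementary Table S2 over the filtered rat miRNAs, tried first, they give -1.10 and -1.12. Over all small RNA species they give -2.59 and -1.60, or -1.96 and -1.63 with a local dispersion fit, and with DESeq2's own size factors -2.60 and -1.60, or -1.94 and -1.63. The 4 versions with DESeq2's default outlier filtering give no p-value for either miRNA. The paper's values in Supplementary Table S2 are -2.69 and -1.63. Over all 32 settings, miR-18a-5p was called in 20, miR-345-3p in 8 and both in 8.

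The paper lists no upregulated miRNA among its calls, while miR-6324, miR-3553, miR-130b-3p and the entry that joins miR-3084b-3p, miR-3084a-3p and miR-3084d were called higher in the GLLP group here. The paper's table gives miR-6324 a log2 fold change of 4.07 with a base mean of 19.4, and the lower bound here is 4.23 with a base mean of 27.0. The fitted log2 fold changes from edgeR, before bounds against 3 counts replaced them, were 6.14 for miR-6324 against the paper's 4.07 and, in a fit without the filter, -4.75 for miR-133a-5p against the paper's -2.26. These fitted values are set by libraries with 0 to 2 counts and are not read as folds.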

Other observations

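The tests of the chromosome 6 cluster at PND 21 and with single libraries left out, and of muscle for miR-206-3p, were chosen only after the result was seen, and the miRNAs named in them were chosen after their values were seen.

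At PND 21 miR-18a-5p was at 32.3 ± 2.76 CPM (SD, n = 4) in the CTR group and 38.0 ± 11.1 CPM (SD, n = 4) in the GLLP group, and the difference of the mean log2 levels of 0.19 was within the spread between libraries (exact permutation test, p = 0.400). The level of miR-345-3p was 26.8 ± 8.05 CPM (SD, n = 4) in the CTR group and 29.3 ± 16.9 CPM (SD, n = 4) in the GLLP group (exact permutation test, p = 0.971). In CTR and GLLP libraries of PND 21 together, miR-18a-5p lay between 26.6 and 50.5 CPM, and in 8 of the 9 libraries of PND 540 it lay between 0.496 and 7.09 CPM.

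The libraries of PND 540 differed by the set of library numbers. In a fit with diet and set, 33 of 352 miRNAs had an adjusted p under 0.05 for the set and 107 an unadjusted p under 0.05, of which 36 were higher and 71 lower in the libraries numbered from 21 to 24. When the libraries were split by set instead of diet, 106 miRNAs met the paper's criteria and 38 had an adjusted p under 0.05, against 5 and 0 for the real split. Of the 16 splits that part every same-numbered pair, 1 gave as many miRNAs by the paper's criteria and 16 gave as many adjusted calls, which 0 calls fix in advance. Among 84 other splits, which keep pairs together, 39 gave as many by the paper's criteria, with a largest count of 135. Each set holds CTR and GLLP libraries, so the set and the diet are not the same split, but a split by set gives a larger result than the diet. A share under 0.05 cannot be reached with 16 splits.

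A group of neighbouring miRNAs around miR-323-3p on chromosome 6 was higher in the GLLP group at PND 21. In the coordinates of the paper's Supplementary Table S2 it spans 143019886 to 143061237 (41.4 kb) and holds 51 listed miRNAs. Of its 45 tested members, 43 were higher in the GLLP group, 27 of them at an unadjusted p under 0.05, and 1 was lower at that level. The mean log2 level was 3.58 ± 0.10 (SD, n = 4) in the CTR group and 4.22 ± 0.27 (SD, n = 4) in the GLLP group, a difference of 0.64 with no overlap between the groups (exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). All 4 same-numbered pairs had this direction (exact permutation test over the signs, p = 0.125, the smallest possible). The members were picked for this pattern, so the test cannot show its stability. The difference was between 0.59 and 0.84 under 4 scalings and at least 0.56 with any 1 library left out, and a correction for GC content hardly moved the mean log2 fold change (101% left), so it does not exclude GC content. At PND 540, the 8 tested members differed by -0.27 (exact permutation test, p = 0.460), and whether this departs from the difference at PND 21 was not tested. A joint change in the expression of the cluster in the GLLP group at PND 21 may explain the pattern, which remains a hypothesis. Diet and the order of library numbers cannot be told apart at this age.

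The level of miR-206-3p was higher in the GLLP group at PND 21, with a log2 fold change of 5.36 (standard error 1.26, adjusted p = 0.102 from edgeR's quasi-likelihood test). The GLLP libraries were at 14.9, 492, 278 and 8.10 CPM and the CTR libraries at 0.502, 8.13, 7.00 and 3.69 CPM, and the difference of the mean log2 levels had an exact permutation p of 0.0571. The 2 libraries highest in miR-206-3p, GLLP replicates 2 and 3, were also the 2 highest in the mean of the muscle markers. This mean rests on miR-1-3p, at 7.49 and 2.63 CPM in these libraries and at most 0.962 CPM in the others, and on miR-133b-3p, at 2.64 and 1.90 CPM and at most 0.214 CPM in the others. The marker miR-133a-3p had 0 counts in all 8 and adds nothing. Skeletal muscle in the tissue is a candidate explanation, with 2 of the 2 libraries shared. No test here separates it from an effect of the diet or of the order of library numbers.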
